A study of Oryza sativa with 6 samples. Its data were reported in "Functional delineation of rice MADS29 reveals its role in embryo and endosperm development by affecting hormone homeostasis" (2013).

How the data were processed

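The samples were whole seeds of the rice variety PB1 at the S3 stage, which the labels give as 5 to 10 days after pollination. The labels place 3 arrays in the wild-type group (WT) and 3 in the group from plants that carried an RNA interference construct against *OsMADS29* (MADS29_KD), and group and replicate number were taken from those labels. Per the labels, total RNA was extracted with Trizol and biotin-labelled cRNA was prepared from 500 ng of it. The series calls the samples biological replicates. It does not say whether the 3 MADS29_KD samples came from separate plants or separate transformed lines, so p-values measure the spread between these samples only.

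The authors deposited 1 table of probe set intensity values for the Affymetrix rice genome array, with 57381 probe sets and 6 columns. The deposited intensities lay on a linear scale between 3.98 and 16101, and each column had a median between 6.05 and 6.18. The background correction, the summarization, the normalization and the software behind these intensities are not given in the sources used here. Values were not normalized again, and log2 was taken before all tests. No value lay below 1.

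Probe sets for controls were left out of the tests, namely 123 with the AFFX prefix and 64 for reporter genes, which left 57194. The array annotation paired 22436 of the tested probe sets with 1 gene, 95 with several and 34663 with no gene in the table, and no gene was named from a probe set with several. The 17905 genes paired with a probe set of their own were all found by gene ID in the RefSeq gene table of assembly ASM3414082v1. That table was used for names only, no coordinates are printed because the build behind the array is not named, and 2457 of the genes had a gene name beyond a locus number.

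Differences between MADS29_KD and WT were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on log2 values, no block), with Benjamini-Hochberg adjustment over the 57194 probe sets. A probe set was called at an adjusted p under 0.05, and a second count also required a change of at least 2-fold. A further count used 2-fold with the unadjusted p under 0.05, because the thresholds in the study's text do not say whether its p was adjusted. The spread given with a log2 difference is the standard error (SE) of the fit, and the spread given with a group mean is the SD of 3 arrays. For *OsMADS29* and for control transcripts an exact two-sided permutation test of 3 arrays against 3 was added, which cannot go under 0.10. On simulated data for the 57194 probe sets, 54% of 100 probe sets changed 2-fold and 88% of 100 changed 4-fold were recovered, and 11 unchanged probe sets were called. The changed probe sets were drawn only from those brighter than the median, were few, and had noise independent between probe sets. These shares therefore need not hold for the real comparison.

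Array background was read from 74 probe sets for reporter genes and other sequences foreign to rice. Its level was set per array at the 95th percentile of their signals, which came to 2.78 to 2.92 on the log2 scale. For a gene at or under this level on all 3 arrays of a group, the fold is given as a lower bound against that level ("at least"). The same was done, with the higher of signal and level on each array, where 1 or 2 arrays of a group and the mean of the group lay at or under it. This level was chosen after the control probe sets were seen, as was a division of the arrays by the signal at the 5′ end of control transcripts. Arrays with the 5′ signal of actin at background (WT replicate 2 and MADS29_KD replicate 1) formed a class of their own, which was used as a block and, in another fit, left out.

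Gene lists for 25 families and pathways of the seed were fixed before the data were examined. Once the annotation was seen, and before any gene was tested, their members were rewritten as gene symbols, so the lists hold only genes with a name. No member was found for plastid ribosomal proteins, which left 24 lists. Each gene entered a list test with 1 probe set, the one with the highest mean over the 6 arrays. Lists with at least 5 genes were tested against all other genes with camera from limma (preset correlation 0.01), adjusted over the 22 lists tested. Camera with an estimated correlation and fry, a rotation test of each list by itself, served as alternatives.

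Genes are named by a rule fixed before the data were examined, with 1 part altered afterwards. It took *OsMADS29* and its B-sister relatives, the genes the study followed by qPCR whose name matched 1 gene here, and the 12 highest rises and 12 deepest falls among called genes whose MADS29_KD and WT arrays did not overlap. For these 24 genes the rule asked for a product that names a function, and a gene name was required in its place because the annotation held few products. It also took up to 3 risers and 3 fallers per list by smallest adjusted p. *OsMADS31* had no match by name. The qPCR genes were taken from the knockdown part of the study, where *IAA24* was, beside *OsMADS29*, the single one with a match. The clock genes beside *GI* were chosen after the values of *GI* and *LIR1* were seen, and *OsC6*, the single gene that stood in 2 lists, is named outside the rule too.

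The alternatives tried were quantile normalization, centring each array on its median, a filter on dim probe sets, removal of probe sets with the suffix x_at or s_at (whose probes can also match related transcripts, and which serve *OsMADS30*, *OsHsp18.6*, *PPDK2*, *OsLEA19*, *OsSAP5*, *CAT-A*, *RAG2*, *RAmy3E*, *OsRR4*, *OsRRA14*, *OsrcaA1*, *LTP*, *OsVPE1*, *OsAsp1* and *RBBI3.3* among the genes named), the replicate number as a block, a variance trend with robust fitting, array weights, the mean of all probe sets of a gene, and leaving out each array in turn. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.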

Results

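Transcripts of S3-stage rice seeds, collected 5 to 10 days after pollination, were measured on 6 Affymetrix rice genome arrays, 3 from WT plants of the variety PB1 and 3 from MADS29_KD plants. *OsMADS29* encodes a MADS-box transcription factor of the B-sister class that is active in seeds, and the MADS29_KD plants carry an RNA interference construct that silences it. The comparison asks which transcripts of the developing seed differ when *OsMADS29* is silenced. Arrays of the same group correlated at r = 0.990 to 0.998 across probe sets, which are not independent of each other, and arrays of different groups at r = 0.955 to 0.964. The first principal component held 78.91% of the variance and separated MADS29_KD (51.71 to 56.64) from WT (−56.36 to −53.81). For arrays, precision is limited by their number.

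*OsMADS29* was 3.89-fold lower in MADS29_KD seeds, at 25.7% of the WT level. Its signal averaged 7.02 ± 0.37 on the log2 scale in WT (SD, n = 3) and 5.06 ± 0.14 in MADS29_KD (SD, n = 3). Each MADS29_KD array (5.17, 5.11 and 4.90) lay below each WT array (7.16, 6.60 and 7.30). The log2 difference was −1.96 ± 0.21 (SE) with a limma adjusted p of 0.00725, and the exact two-sided permutation test gave p = 0.10, the smallest possible with 3 arrays against 3. The value comes from the single probe set of the gene (gene ID 4328443), and whether it overlaps the silencing construct is not known. *OsMADS30*, the other B-sister gene measured, was at background on all 6 arrays (2.48 in WT and 2.51 in MADS29_KD).

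MADS29_KD seeds differed widely from WT seeds in both directions. At an adjusted p under 0.05 and at least 2-fold, 1170 probe sets rose and 1426 fell, 2596 in all. They covered 1993 genes, of which 900 rose and 1093 fell, with 0 genes called both ways, while 501 of the probe sets had no single gene. Of the 2596, 326 were at least 4-fold higher and 157 at least 4-fold lower. Without the fold requirement limma called 6490 probe sets (2901 up, 3589 down), and with 2-fold and the unadjusted p 2770 (1248 up, 1522 down), or 2082 genes (937 up, 1145 down). The excess of falls at 2-fold and adjusted p was lost with quantile normalization (1270 up, 1260 down). It stood with arrays centred on their medians (1138 up, 1465 down). Those medians were 2.60 to 2.63 on the log2 scale, under the background level. Centring thus aligned background and could not correct the scale of expressed probe sets, so it does not decide the balance. At adjusted p alone, array weights in the fit gave 4765 up and 4075 down. The 6490 dropped to 3912 without WT replicate 1, to 3596 without WT replicate 3 and to 4288 without MADS29_KD replicate 2. The groups did not overlap for 58.59% of probe sets, where chance gives 10%, but 34649 probe sets lay at background on all 6 arrays. Of these, 350 were among the 6490 called at adjusted p and 0 among the 2596. The median of the foreign probe sets separated the groups too, at 2.464 in WT and 2.479 in MADS29_KD (exact two-sided permutation p = 0.10). A small background shift between the groups can therefore add to the 58.59%.

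**Figure D1:**
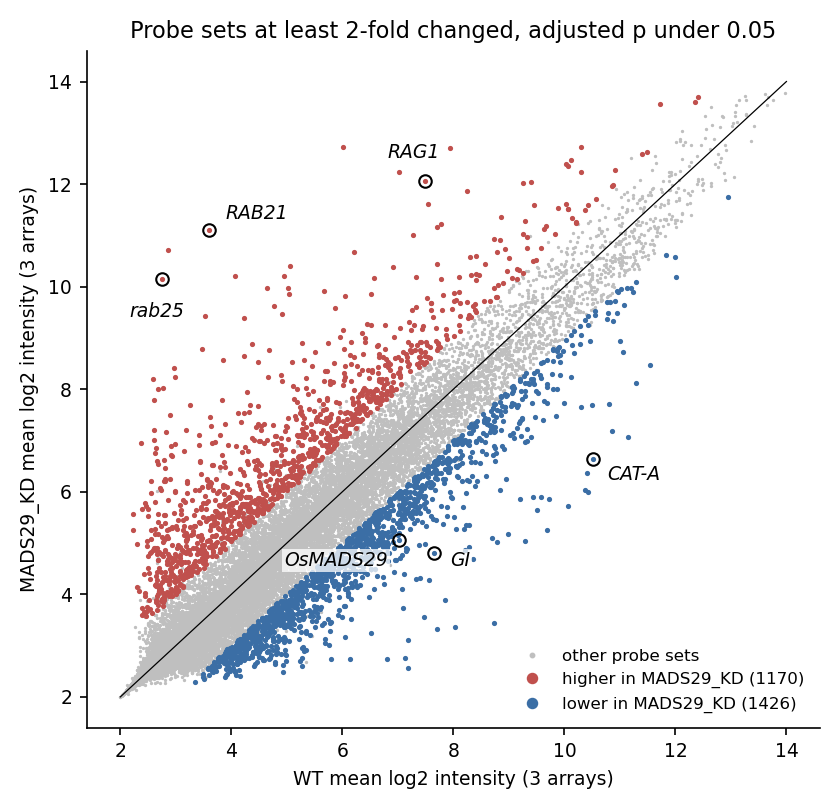
Mean log2 intensity in WT seeds (x axis) against MADS29_KD seeds (y axis), 3 arrays each, with the 1170 probe sets that rose in red and the 1426 that fell in blue. *RAB21* and *rab25* sit far above the line of equal signal, and *CAT-A*, *GI* and *OsMADS29* below it.

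Control signals set some arrays apart. At the 5′ end of actin, WT replicate 2 (2.33 on the log2 scale) and MADS29_KD replicate 1 (2.75) were at background, against 5.86 to 6.42 on the other 4 arrays, and the second principal component (13.54% of the variance) separated the same arrays. Those arrays were also low at the 5′ end of the added dap control transcript (2.82 and 3.64, against 5.53 to 7.11). Their signal for small-subunit ribosomal RNA was low too (3.62 and 2.76, against 6.41 to 9.07). Each group holds 1 such array. With the 5′ signal of actin as a block, added after the data were seen, 7959 probe sets were called at adjusted p and 2705 with 2-fold. The 4 arrays with alike 5′ signal gave 6050 and 2438. *OsMADS29* then differed by −1.96 (adjusted p = 0.011) and −2.23 (adjusted p = 0.00946). The poly-A control transcripts were higher in MADS29_KD by a mean of 1.18 on the log2 scale (exact two-sided permutation p = 0.10, the smallest possible), with all 3 arrays above WT.

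**Figure D2:**
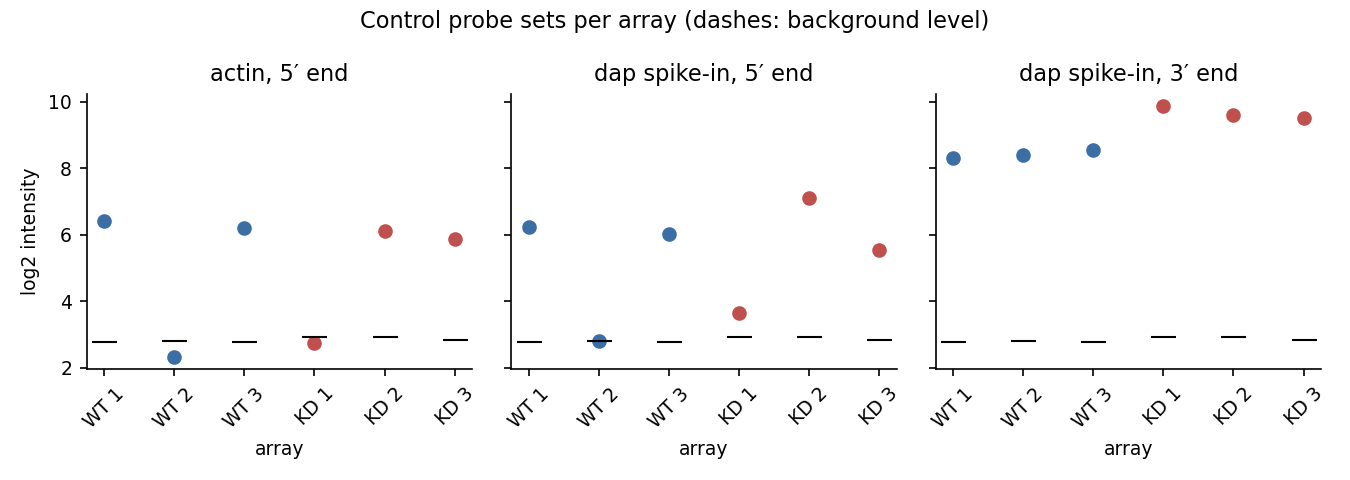
Log2 intensity of control probe sets on each array, with WT in blue, MADS29_KD in red and the background level of the array as a dash. The 5′ end of actin is at background on WT replicate 2 and MADS29_KD replicate 1, and the 3′ end of the dap control is higher on the 3 MADS29_KD arrays.

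Among genes with a name, which are those of 371 of the 2596 probe sets, the 12 highest rises included 4 late embryogenesis abundant (LEA) genes, whose proteins are known to protect drying embryos. Some probe sets without a named gene changed more. The dehydrin gene *RAB21* rose by 7.51 ± 0.06 on the log2 scale (SE, 183-fold, adjusted p = 1.98e-05), from 3.60 ± 0.07 in WT to 11.11 ± 0.09 in MADS29_KD (SD, n = 3). *rab25*, another dehydrin gene, was higher at least 158-fold (adjusted p = 9.59e-05), with 1 WT array and the WT mean at or under background. *RAG1*, for a seed allergenic protein, rose by 4.58 ± 0.32 (23.9-fold), and the late embryogenesis abundant genes *OsLEA19* and *EM* rose by 3.48 ± 0.16 and 3.46 ± 0.12. *OsHsp18.6*, for a small heat shock protein, rose by 3.97 ± 0.07. The protein phosphatase gene *OsPP2C27* rose by 3.74 ± 0.07, *PPDK2*, for a pyruvate orthophosphate dikinase, by 3.82 ± 0.16 with 2 WT arrays at background, and *OsSAP5*, for a stress-associated zinc finger protein, by 3.41 ± 0.11 with 1. The genes *Agglutinin*, *OsPM19L1* and *OsGER1* were at background on all 3 WT arrays and rose at least 42.7-fold, 16.8-fold and 9.16-fold. Adjusted p for these 12 genes was between 1.98e-05 and 0.00201. The probe sets of *PPDK2*, *OsSAP5*, *OsLEA19* and *OsHsp18.6* are of the x_at or s_at kind, so related transcripts can add to their signal.

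**Figure D3:**
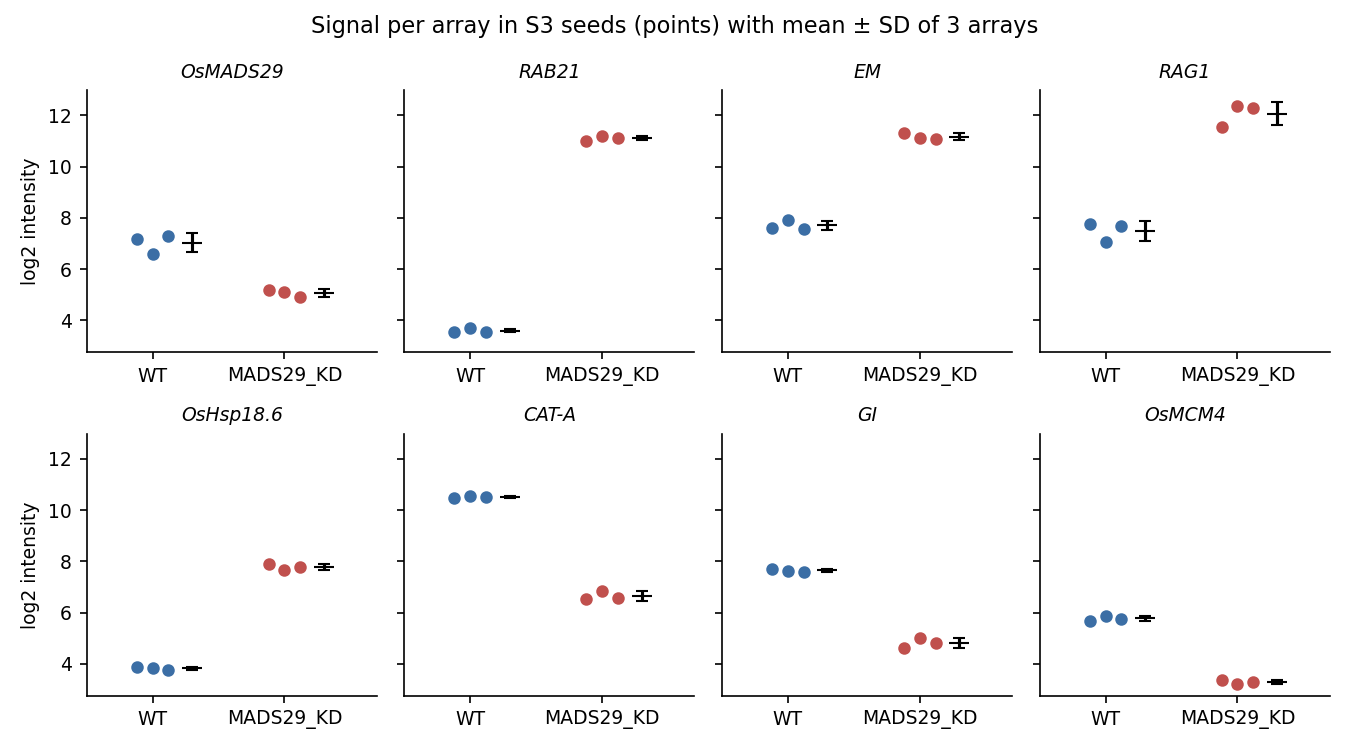
Log2 intensity of 8 genes on each of 3 WT (blue) and 3 MADS29_KD (red) arrays, with the mean and SD in black. The groups do not overlap for any of the 8 genes, which the naming rule required of all but *OsMADS29*.

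The 12 deepest falls among genes with a name included a catalase gene, a clock gene and several genes of DNA replication. Some probe sets without a named gene fell further. *CAT-A*, for a catalase that breaks down hydrogen peroxide, fell by 3.88 ± 0.10 on the log2 scale (SE, 14.7-fold lower, adjusted p = 0.000202), from 10.52 ± 0.03 to 6.64 ± 0.18 (SD, n = 3). *GI*, the rice GIGANTEA gene of the circadian clock, fell by 2.84 ± 0.11, and the light-regulated gene *LIR1* fell by 2.24 ± 0.24, with no hour of harvest given in the sources used here. *OsMCM4* and *OsMCM2*, for subunits of the replicative helicase, fell by 2.49 ± 0.06 and 2.42 ± 0.13, and *OsPCNA*, for the sliding clamp of DNA polymerase, fell by 2.44 ± 0.13. *OsRPA32*, for a protein that binds single-stranded DNA, fell by 2.21 ± 0.30 with 1 MADS29_KD array at background, and its adjusted p of 0.0144 went up to 0.0665 when WT replicate 1, WT replicate 3 or MADS29_KD replicate 2 was left out. *OsCslA9*, of the cellulose synthase-like family, fell by 2.56 ± 0.10, *PRMT10*, for an arginine methyltransferase, fell by 2.50 ± 0.23, and *OsTF1* fell by 2.50 ± 0.12. *OsNramp1*, for a metal transporter, was at background in MADS29_KD and at least 5.05-fold lower, and *HIRL2* was at least 3.93-fold lower with 2 MADS29_KD arrays and their mean at or under background. Adjusted p for the 12 genes was between 0.000201 and 0.0144, and the *CAT-A* probe set is of the x_at kind.

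LEA, storage protein and heat shock genes were higher as groups by camera with its preset correlation. The labels give the seeds of WT and MADS29_KD the same range of 5 to 10 days. Of 8 LEA genes, 6 rose and 0 fell (8 and 0 adjusted over the list alone), with a median log2 difference of 3.01, or 2.92 with 3 genes near background in WT set to their bound. The study drew this class out of these same arrays, so the count is no independent evidence. *PXG*, for a peroxygenase of oil bodies and the single gene measured for them, rose by 3.14 ± 0.09. Of 11 storage protein genes, 6 rose and 0 fell (7 and 1 adjusted over the list alone; median 0.49), among them *RAG2* (1.85 ± 0.12) and the glutelin gene *GLUB-5* (0.49 ± 0.02). Of 45 heat shock genes, 14 rose and 4 fell (20 and 6 adjusted over the list alone; median 0.28), with *OsHsp16.9A* up by 1.78 ± 0.04 and *CLPB1*, for a chaperone that dissolves protein aggregates, up by 1.69 ± 0.06. Camera gave adjusted p = 9.73e-07 for LEA, 0.000834 for storage and 0.000434 for heat shock genes. With an estimated correlation none of these calls held (adjusted p = 0.115, 0.335 and 0.335), and the storage call was lost without x_at and s_at probe sets (median 0.13, adjusted p = 0.211). Quantile normalization put the storage median, which is the value of *GLUB-5*, at 0.22 (adjusted p = 0.0418).

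Genes of cell division and of protein synthesis were lower as groups. Of 36 cell cycle genes, 13 fell and 1 rose (16 and 3 adjusted over the list alone), with a median log2 difference of −0.27, or −0.23 with 6 genes at or near background in 1 group set to their bound. *CycB2;2*, for a mitotic cyclin, was at background in MADS29_KD and at least 3.04-fold lower. Of 23 genes for cytosolic ribosomal proteins, 18 fell and 0 rose (21 and 0 adjusted over the list alone; median −0.67), with *RPL11* at −1.18 ± 0.08 and *RPL7A-2* at −0.99 ± 0.05. The study listed translation among the main lower classes in these same arrays, so the ribosomal count is no independent evidence. Of 6 histone genes, 3 fell and 0 rose (4 and 0 adjusted over the list alone; median −0.87), with *H2B.5* at −1.87 ± 0.15. Camera gave adjusted p = 0.00186 for the cell cycle, 2.5e-07 for ribosomal and 0.0471 for histone genes, and with an estimated correlation adjusted p = 0.559, 0.178 and 0.335. The histone call was also lost with arrays centred on their medians (adjusted p = 0.057), among the brighter probe sets alone (0.0908), in the 4 arrays with alike 5′ signal (0.0506) and when any array but MADS29_KD replicate 3 was left out (adjusted p up to 0.084).

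**Figure D4:**
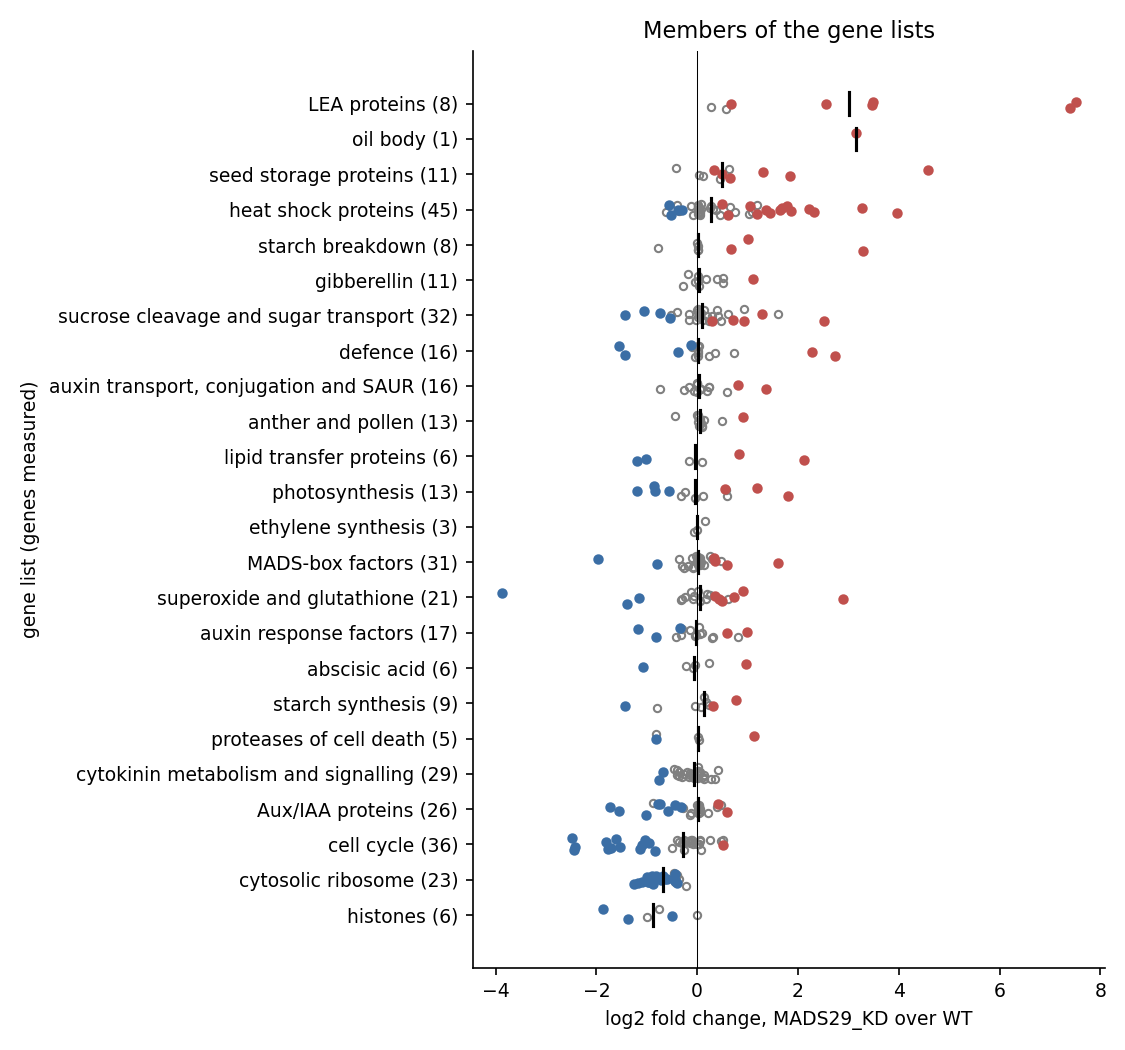
Log2 difference between MADS29_KD and WT (x axis) for each gene of 24 lists (y axis, number of genes in parentheses), with called rises in red, called falls in blue, genes not called as open circles and the list median as a black bar. The LEA median is 3.01 and that of cytosolic ribosomal proteins −0.67.

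Single sugar and starch genes changed, and camera called none of their lists. Fry, which tests a list by itself and not against other genes, called the starch breakdown genes (adjusted p = 0.000548) and the genes for sucrose cleavage and sugar transport (0.00313) up. Of 32 genes for sucrose cleavage and sugar transport, 5 rose and 4 fell (11 and 5 adjusted over the list alone; adjusted p = 0.156). The sucrose synthase gene *OsSUS4* rose by 2.51 ± 0.07 while its relative *OsSUS3* fell by 1.42 ± 0.08, and *OsSWEET15*, for a sugar exporter, rose by 1.29 ± 0.11. Of 9 starch synthesis genes, 2 rose and 1 fell, in that list alone too (adjusted p = 0.54), with the starch synthase gene *SSI* up by 0.77 ± 0.08 and *OsDPE1*, for a glucan disproportionating enzyme, down at −1.44 ± 0.11. Of 8 starch breakdown genes, 3 rose and 0 fell (4 and 1 adjusted over the list alone; adjusted p = 0.156), and the alpha-amylase gene *RAmy3E* rose at least 9.31-fold (adjusted p = 0.00129) with 2 WT arrays and the WT mean at or under background. Carbohydrate genes were also picked out by the study from these arrays, and the probe set of *RAmy3E* is of the s_at kind.

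Single hormone genes changed, and camera called none of the hormone lists. Fry called Aux/IAA genes down (adjusted p = 0.00797) and auxin transport, conjugation and SAUR genes (0.0382) and gibberellin genes (0.0383) up. Of 26 Aux/IAA genes, which encode repressors of auxin response, 8 fell and 2 rose (11 and 4 adjusted over the list alone; adjusted p = 0.497), with *IAA13* at −1.72 ± 0.07 and *IAA30* at −1.55 ± 0.07. *IAA24* was at background in MADS29_KD and at least 1.61-fold lower (adjusted p = 0.0124, or 0.058 without MADS29_KD replicate 2). Of 17 auxin response factor genes, 2 rose and 3 fell (4 and 5 adjusted over the list alone; adjusted p = 0.997), with *OsARF8* at −1.18 ± 0.11. Of 16 genes for auxin transport, conjugation and SAUR proteins, 2 rose and 0 fell, in the list alone too (adjusted p = 0.54), and *OsGH3-2*, for an enzyme that conjugates auxin, rose by 1.37 ± 0.14. Of 29 cytokinin genes, 0 rose and 2 fell, in the list alone too (adjusted p = 0.59), namely the response regulator genes *OsRR4* at −0.77 ± 0.13 and *OsRRA14* at −0.67 ± 0.10. *OsRR4* was not called without WT replicate 1 or 2 or MADS29_KD replicate 1 or 2 (adjusted p up to 0.0986), nor *OsRRA14* without any array but MADS29_KD replicate 3 (up to 0.0914).

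Of 6 abscisic acid genes, 1 rose and 1 fell, in the list alone too (adjusted p = 0.997), namely *OsVP1*, for a transcription factor of seed maturation, at 0.97 ± 0.10 and the receptor gene *OsPYL11* at −1.08 ± 0.11. Of 11 gibberellin genes, 1 rose and 0 fell, in the list alone too (adjusted p = 0.349). This was the receptor gene *gid1* (1.10 ± 0.16, adjusted p = 0.018), which was not called when any array but WT replicate 2 was left out (up to 0.0836). None of 3 ethylene synthesis genes was called over all probe sets or over the list alone, and 2 were at background on all 6 arrays. Hormone genes too were among those the study singled out from these arrays.

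Camera called none of the lists of photosynthesis, lipid transfer, cell death protease and anther genes. Fry called the lipid transfer genes down (adjusted p = 0.000263), and the cell death protease genes (6.2e-05) and anther genes (0.006) up. Of 13 photosynthesis genes, found in the green outer layers of the seed, 3 rose and 4 fell (5 and 6 adjusted over the list alone; adjusted p = 0.997), with *OsrcaA1*, for Rubisco activase, up by 1.80 ± 0.10 and the chlorophyll a/b-binding protein gene *CAB2R* at −1.20 ± 0.07. Of 6 lipid transfer protein genes, another class the study drew from these arrays, 2 rose and 2 fell, in the list alone too (adjusted p = 0.997), with *LTP* up by 2.11 ± 0.10 and *LTP110-A* at −1.20 ± 0.06. Of 5 genes for proteases of cell death, as in dying nucellus, 1 rose and 1 fell (1 and 2 adjusted over the list alone; adjusted p = 0.935). *OsVPE1*, for a vacuolar processing enzyme that also matures storage proteins, rose by 1.13 ± 0.02, and *OsAsp1* was at least 1.60-fold lower but not called when any WT array was left out (adjusted p up to 0.0844). Of 13 anther and pollen genes, 1 rose and 0 fell, in the list alone too (adjusted p = 0.164), and 8 were at background on all 6 arrays. The riser was *DTM1* (0.90 ± 0.14), not called when any array but MADS29_KD replicate 2 was left out (adjusted p up to 0.0762).

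Of 31 MADS-box genes, 4 rose and 2 fell, in the list alone too (adjusted p = 0.497), with *OsMADS27* at 1.60 ± 0.17 and *OsMADS58* at −0.80 ± 0.09 (adjusted p = 0.0542 in the 4 arrays with alike 5′ signal) beside *OsMADS29* itself. Of 21 genes for superoxide and glutathione metabolism, 6 rose and 3 fell (7 and 6 adjusted over the list alone; adjusted p = 0.59), with the glutathione S-transferase gene *GSTF1* up by 2.89 ± 0.12 and the ascorbate peroxidase gene *OsAPx06* at −1.38 ± 0.08 beside *CAT-A*. Of 16 defence genes, 2 rose and 4 fell (4 and 4 adjusted over the list alone; adjusted p = 0.966), with the protease inhibitor gene *RBBI3.3* up by 2.75 ± 0.11 and the chitinase gene *OsChia4a* at −1.56 ± 0.04. Fry called the MADS-box list up (adjusted p = 0.005) and the defence list down (0.00598). The defence median (0.013), mean (0.177) and camera direction were all up, against the direction of fry. Median, mean and camera direction did not share a sign for the lists of starch synthesis, Aux/IAA, abscisic acid, photosynthesis, lipid transfer, proteases of cell death and superoxide and glutathione. *OsC6* stood in both the lipid transfer and the anther lists.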

Values the study reported

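The study reported that *MADS29* expression in developing MADS29 KD seeds was 4-fold lower than in WT, by microarray and by qPCR alike. Across its knockdown lines, qPCR put the loss of endogenous *MADS29* transcript at 40–90%. For S3-stage seeds it listed 2318 genes that differed by more than 2-fold between MADS29 KD and WT, made up of 1271 lower and 1047 higher genes.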

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

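All tests in this part were chosen after the control signals had been seen. The 4 poly-A control transcripts, which are normally added to total RNA before labelling, were not part of any gene comparison and read higher on every MADS29_KD array than on every WT array. The log2 difference was 1.23 for dap, 1.37 for lys, 0.82 for phe and 1.31 for thr, each measured at the 3′ end, and each exact two-sided permutation test gave p = 0.10, the smallest that 3 arrays against 3 can give.

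Brighter hybridisation or scanning of the MADS29_KD arrays and less messenger RNA per total RNA in those seeds are both candidate explanations for the poly-A pattern. The 4 hybridisation controls, which are normally added after labelling, were also higher in MADS29_KD, by a mean of 0.74 on the log2 scale (exact p = 0.20), with overlap between the groups. The log2 difference was 1.10 for bioB, 0.99 for bioC, 0.72 for bioD and 0.17 for cre, the brightest of them (exact p = 0.20 each). The poly-A controls exceeded the mean of the 4 by 0.44 on the log2 scale (exact p = 0.30), and by 0.25 (exact p = 0.50) with cre left out, which falls within the 0.3 set for brighter hybridisation but was tried after the values of cre had been seen. Neither value reaches the bound set against brighter hybridisation or goes below the bound set against less messenger RNA. The explanations cannot be told apart by these controls, and a larger amount of added control RNA would look the same. How much control RNA was added is not given in the sources used here. Brightness that lifted all probe sets would raise the signal of the rice probe sets too. The upper quartile of intensity was instead lower in MADS29_KD (11.25 to 11.63) than in WT (12.12 to 12.41), and summed intensities overlapped. Normalization to equal sums would have taken such a lift out of the controls as well. These values argue against an even brightening of the MADS29_KD arrays as the source. They do not test less messenger RNA or more added control RNA.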

How the results depend on the processing

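The settings with the 5′ signal as a block and with 4 arrays were added after the data had been seen. No called named gene and no called list changed direction. The balance of rises and falls did turn under some of the settings, but not with arrays centred on their medians (2525 and 3603 at adjusted p). The medians lay under background, so centring on them could not decide this balance. Against 2901 up and 3589 down at adjusted p, quantile normalization gave 3318 and 3283 and array weights 4765 and 4075 (53.9% up against 44.7%). Against 1170 and 1426 with 2-fold, quantile normalization gave 1270 and 1260 and the replicate block 608 and 598. At 2-fold and unadjusted p, quantile normalization gave 1360 and 1355 against 1248 and 1522. The replicate number as a block left 2140 called probe sets at adjusted p and 1206 at 2-fold (1202 of them shared with the 2596) and gave *OsMADS29* −1.96 with adjusted p = 0.0796, outside the threshold. Deviations from the group means gave no clear sign that the replicate numbers pair the arrays. They correlated at −0.512, −0.513 and 0.399 for the same numbers, and WT replicate 2 correlated best with MADS29_KD replicate 1 (0.65). Those arrays share the low 5′ signal, which could hide a weaker pairing by number. Over its 15 alternatives *OsMADS29* ran from −2.23 to −1.82 with adjusted p from 0.00217 to 0.0796. Leaving out each array in turn gave 3596 to 5475 probe sets at adjusted p, and fewer arrays were fitted there. Taking the mean of probe sets per gene gave 1808 genes at 2-fold and unadjusted p, with 17905 tested in place of 57194. With an estimated correlation camera called 0 lists after adjustment and 2 at an unadjusted p under 0.05, while fry called 16 (10 up, 6 down). Camera for storage proteins was lost without x_at and s_at probe sets (median 0.13, adjusted p = 0.211), and its median was 0.22 with quantile normalization. The heat shock median was 0.50 among brighter probe sets alone and the cell cycle median −0.18 with array weights, and both lists stayed called. Of 98 named genes that were called, the replicate block lost 37, the 4 arrays with alike 5′ signal 17, the 5′ signal block 1 and single left-out arrays 9 to 26. The cause was not tested where none is given. Signal over background limits the array, since 34649 probe sets lay at background on all 6 arrays. The filter on dim probe sets leaves *OsMADS30* without a value.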

Other observations

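The tests of the seed stage, and the choice of 4 arrays with alike 5′ signal, came after the results had been seen, while the tests of the time of day and of the other splits were set before their values were seen. Several genes of the circadian clock differed between the groups. *GI* fell by 2.84 on the log2 scale and *OsCCA1*, a morning-phased clock factor, rose by 1.44 ± 0.16 (SE, limma adjusted p = 0.00837). Among the pseudo-response regulators, *OsPRR73* fell by 1.22 (adjusted p = 0.00667), *OsPRR95* fell by 0.63 (adjusted p = 0.00469) and *OsPRR37* was at background in MADS29_KD and at least 1.99-fold lower (adjusted p = 0.0203). *OsPRR1*, an evening-phased regulator, was not called (log2 difference −0.46, adjusted p = 0.171).

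A harvest of the MADS29_KD seeds at another time of day is a candidate explanation for the lower *GI*, *LIR1* and *CAT-A*. It called for *OsCCA1* and *OsPRR1* to differ in opposite directions by at least 1 on the log2 scale, and the values were 1.44 and −0.46, so the first met the bound and the other had the sign but not the size. The hour of harvest is not given in the sources used here, and a clock altered by the silencing itself stays open and untested. These explanations cannot be told apart for these genes.

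The rise of the LEA list and the fall of the cell cycle list were set against the 5′ signal of the arrays and against a later seed stage. In the 4 arrays with alike 5′ signal the LEA median was 3.03 and the cell cycle mean was −0.61. The arrays left out came from both groups alike, so a 5′ effect equal in both would cancel in any case. Between the arrays of low 5′ signal (WT replicate 2 and MADS29_KD replicate 1) the LEA median was 2.97 and the cell cycle median −0.33. Both shifts were thus present where the arrays compared had alike 5′ signal. For these lists the values argue against the 5′ split of the arrays as the source. A later stage of the MADS29_KD harvest may raise storage protein genes too, and the storage list was higher by a median of 0.49, or 0.22 with quantile normalization. No seeds of other stages were analysed here, the labels give both groups the same range of days, and a later stage and an effect of the silencing cannot be told apart.

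The 6 arrays can be divided 3 against 3 in 10 ways, too few for a share under 0.05, and for each count below only 1 division, the real one, gave a result as large. Called probe sets numbered 6490 for the real division and at most 0 for the others by limma at adjusted p, and with 2-fold added they numbered 2596 and at most 0. At 2-fold and unadjusted p they numbered 2770 and at most 83. The other divisions mix WT and MADS29_KD arrays, so the difference between these groups widens the spread on each side and keeps the counts low. They do not show what would be called without such a difference. Gene lists called by camera numbered 6 for the real division and up to 5 for others, so camera with its preset correlation also called lists where the groups were mixed.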
